A study of Mus musculus with 3 samples. Its data were reported in "Liver RBFOX2 regulates cholesterol homeostasis via Scarb1 alternative splicing in mice" (2022).

How the data were processed

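RBFOX2 was immunoprecipitated from UV-crosslinked primary mouse hepatocytes in 3 libraries by eiCLIP, a variant of iCLIP in which reverse transcription stops at the nucleotide bound to protein, so that the start of each cDNA marks a crosslink position. The 3 libraries form a single group in the labels. The authors pooled them before they called clusters, and 1 cluster list is analysed here. The size-matched input was not analysed here.

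According to the study's methods and the labels, the authors trimmed the constant part of the 3′ adaptor from the reads and discarded reads shorter than 18 nt. They aligned the rest end to end to the mouse genome GRCm38 with STAR, kept uniquely mapped reads and removed PCR duplicates that shared a position and a random barcode. Crosslink positions were then grouped into clusters with Paraclu. The name of the list states that ribosomal RNA was removed. The value deposited for each cluster is a whole-number count, taken here to be the count of cDNA starts pooled over the 3 libraries. This reading of the column comes from its values, which were whole numbers with a minimum of 10. These counts were not normalised and no input was stated to be subtracted. The study placed between the insert and the trimmed part of the adaptor a leading A, a library index of 6 nt and a few random bases. This stretch lies upstream of the sequence that was trimmed, which bears on the heptamers described below. Because duplicates were removed by barcode, a count stands for a cDNA molecule, but the pooled list carries no spread between libraries and no depth per library. The intervals given below therefore cover counting error only, and no value has a replicate check.

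Each cluster was annotated by its midpoint with GENCODE M21 on GRCm38, on its own strand, in the order coding sequence, 3′ UTR, 5′ UTR, non-coding exon, intron and intergenic. Exons of retained-intron transcripts counted as intron. A cluster without a gene on its strand was called intergenic. The study named an earlier release of the same annotation. Of the deposited clusters, 28 lay on sequences that the annotation does not cover. Coordinates are 1-based.

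Sequence came from the annotated transcripts, placed on the genome through their exons. The 141767 transcript sequences had 0 length mismatches and 0 conflicting bases among 112143189 bases covered more than once. A window was used only where annotated exons covered it completely, so most intronic clusters had no sequence. With 50 nt added on each side, 18739 clusters (21.5%) had sequence and a control. For each of them 10 control windows of the same length were drawn at random from the same gene and annotation class, away from clusters on that strand. The presence of GCATG, the DNA form of the RBFOX motif GCAUG, was compared between cluster and control windows by a two-sided permutation test that flipped the sign of each gene's summed difference. Intronic and exonic clusters were compared within genes that held both, after averaging over the clusters of each kind, by swapping the kinds within genes. Spearman's rho between count and motif difference was tested by permutation over clusters, which are not independent replicates. Hexamers were ranked by the ratio of their share in cluster windows to that in control windows, with a pseudocount of 0.5 windows.

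Internal exons of protein-coding transcripts were called cassette when at least 1 spanning transcript skipped them, and constitutive when every one of at least 2 spanning transcripts used them. Exons with alternative ends were left out. The share of exons with a cluster in the adjacent 300 nt of intron was compared by shuffling the exon type within genes, and the constitutive share was weighted to the genes of the cassette exons. The exons that the study itself found to be regulated were not used here. Motif enrichment in the lists of 40 lipoprotein genes and 35 abundant liver transcripts was compared with that of all other genes by permuting genes. These 7 tests were two-sided and used 100000 resamples, so the smallest p-value they could give was 1e-05. The test of upstream against downstream differences used 10000. The 7 tests were adjusted together by the Benjamini-Hochberg method. Shares have Wilson 95% confidence intervals. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

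The tests, the gene lists and most of the alternatives were fixed before the data were examined. So was the rule for names: the 7 targets the study names and Rbfox2, the 5 clusters with the highest counts, and the 10 genes with the highest summed counts. Alternatives changed the count filter (at or above the median of 17, or the top 10%, at or above 39), the merging distance, the annotation rule, the motif, the window, the controls, the width of the intron window and the overlap rule.

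The procedures were tested on simulated data with 2000 resamples each. In 20 simulations with control windows in place of clusters (5512 genes), the motif test gave a p-value below 0.05 in 1. With GCATG written into 30% of the windows of 200 genes, some of which held it already, the test passed the threshold in 20 of 20 simulations. The estimates differed from the share that was added by at most 2.14 percentage points. Shuffled exon types (3373 genes) passed in 0 of 20, and a cluster assigned at random to 10% of cassette exons (3373 genes), which raised their share by a mean of 9.51 percentage points, was found in 20 of 20. Smaller rises were not simulated. The intron and exon comparison (1023 genes) passed in 1 of 20 null simulations. The score correlation (5512 genes) and the list test (30 to 31 genes) each passed in 0 of 20.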

Results

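To map where the splicing factor RBFOX2 contacts RNA in the liver, crosslinked RNA was recovered with an antibody to RBFOX2 from primary mouse hepatocytes, the main cell type of the liver, in 3 eiCLIP libraries. The deposited list held 87021 clusters of crosslink positions called on the 3 libraries together, so that no spread between libraries could be given for any value. The clusters summed to 2850863 counts, each a cDNA start. This sum covers clusters only and is not the depth of the libraries. Counts per cluster ranged from 10 to 186971 with a median of 17 (quartiles 13 and 25), and 7596 clusters sat at the minimum of 10. The top 871 clusters held 33.8% of the summed count. Cluster width ranged from 1 to 200 nt with a median of 18 nt. The plus strand carried 44287 clusters (50.9%, Wilson 95% interval 50.6 to 51.2%) and the minus strand 42734, a split that departed from equality by less than 1 percentage point (exact binomial test, two-sided, p = 1.43e-07). That test takes clusters as independent, although clusters of 1 gene share its strand. Merging clusters within 200 nt on a strand left 73297 intervals. The filter that moved the number most, to clusters in the top 10% of counts, left 8893.

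The clusters fell in 10389 genes, of which 8996 were protein coding. Per gene the median was 3 clusters, and 3589 genes had 1. Introns held 50490 clusters, or 58.0% (Wilson 95% interval 57.7 to 58.3%). Coding sequence held 12.02% (11.8 to 12.2%), 3′ UTRs 11.3% (11.1 to 11.5%), non-coding exons 2.60% (2.49 to 2.70%) and 5′ UTRs 1.24% (1.17 to 1.32%). The other 14.8% (14.6 to 15.0%) had no gene on their own strand. Weighting by count moved the intronic share most, to 43.9%, and gave non-coding exons 18.1%. Of the clusters without a gene on their strand, 4035 lay opposite an annotated gene. Among the 539 of these with exonic sequence downstream of their 5′ end, 256 (47.5%, Wilson 95% interval 43.3 to 51.7%) held 1 of 3 heptamers resembling the start of the library adaptor, against 1.59% (1.44 to 1.75%) of 26449 clusters on the sense strand.

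**Figure D1:**
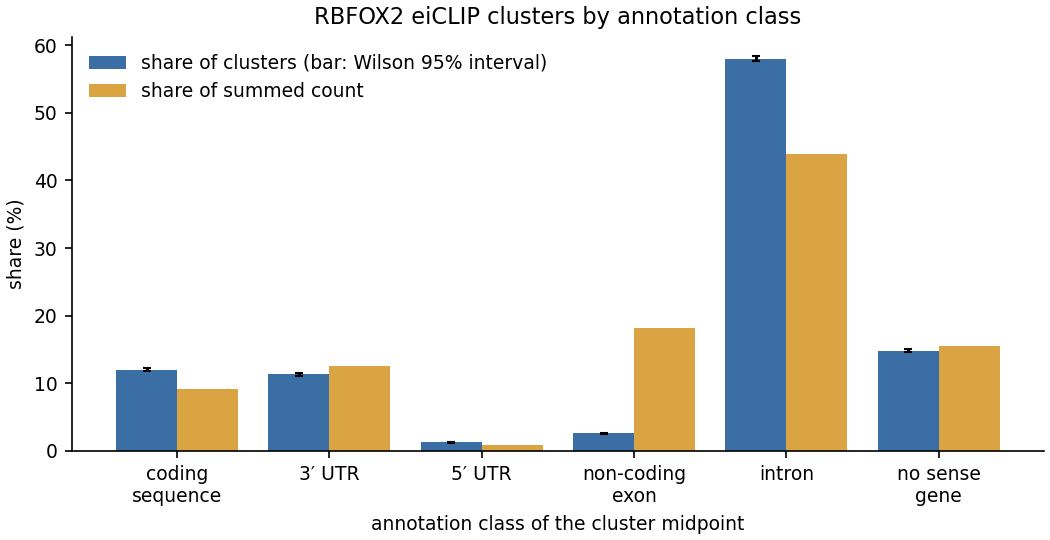
Share (%) of the 87021 clusters (blue, error bars are Wilson 95% intervals) and of their 2850863 counts (yellow) by annotation class of the cluster midpoint on its own strand. Introns held 58.0% of the clusters and 43.9% of the counts, while non-coding exons held 2.60% of the clusters and 18.1% of the counts.

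The highest counts came from few places. Of the 5 highest clusters, 3 lay on the plus strand of chromosome 17 in an exon of the lincRNA gene Gm42418 (ENSMUSG00000098178.1, 39846958 to 39848788), at 39847435 to 39847524 (186971 counts), 39847188 to 39847223 (38380 counts) and 39847662 to 39847676 (24899 counts). This gene overlaps an annotated ribosomal RNA gene on the opposite strand, and the 53 clusters of that locus (chromosome 17, 39846353 to 39848827) held 334542 counts, or 11.7% of the total. The second highest cluster lay on chromosome 16 at 57391503 to 57391682 on the minus strand in an intron of Cmss1 (42884 counts). The remaining cluster, on chromosome 3 at 5860494 to 5860630 on the plus strand, had no annotated gene (31618 counts). By summed count the first gene was Gm42418 with 304764 counts in 43 clusters. It was followed by the nuclear lincRNA gene Malat1 (chromosome 19, 5795690 to 5802672) with 79291 counts in 106 clusters. Cmss1 (chromosome 16, 57302000 to 57606864) had 43637 counts, of which 98.3% came from 1 cluster. Sorbs2 (chromosome 8, 45507788 to 45827906) had 29064 counts spread over 670 clusters, 588 of them intronic, and its highest cluster held 6.49% of them. The remaining genes were Cdk8 (chromosome 5, 20708 counts), the lincRNA gene Gm26561 (chromosome 17, 15102 counts, 99.1% from 1 cluster), Map3k13 (chromosome 16, 12625 counts), Gphn (chromosome 12, 11677 counts), Xist (chromosome X, 9972 counts) and Lars2 (chromosome 9, 9887 counts, 90.4% from 1 cluster).

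RBFOX proteins bind GCAUG, and the presence of this motif near crosslink positions was the study's own check on the assay. Among 18739 clusters with sequence in 5512 genes, 3771 windows held GCATG, or 20.1% (Wilson 95% interval 19.6 to 20.7%). Control windows of the same gene and annotation class held it in 11.2%. The difference was 8.95 percentage points (ratio 1.80, permutation test by gene, two-sided, p = 1e-05, the smallest the resamples could give, adjusted p = 1.75e-05). It was positive in 2203 genes and negative in 2083, most genes having few clusters, and this order reversed under some alternatives. For GCATG the difference ran from 5.82 percentage points with windows extended by 20 nt to 19.4 percentage points in clusters in the top 10% of counts. The reverse complement CATGC, a control for composition, gave 1.55 percentage points and also passed the threshold. Relative to the cluster 5′ end, GCATG was most frequent when it started at offset -2, where 0.425% of 26799 clusters held it against 0.128% per position 60 to 100 nt away. Among all hexamers TGCATG ranked 1, in 10.4% of cluster windows and 3.80% of control windows. GCATGT ranked 2 (6.80% against 3.18%), and CGTGAT ranked 3 (1.52% against 0.718%). Of the 25 highest hexamers, 6 contained GCATG and 15 contained GGG, among them GGGGGG at rank 5 (3.97% against 2.08%). Windows extended by 20 nt put CGTGAT at rank 1 and TGCATG at rank 2. CGTGAT is part of the heptamer ACGTGAT, which together with ATGGTCA and AGCCTAA occurred 429 times 6 to 17 nt downstream of the 5′ end of sense clusters, against 37.9 expected from their frequency farther away.

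**Figure D2:**
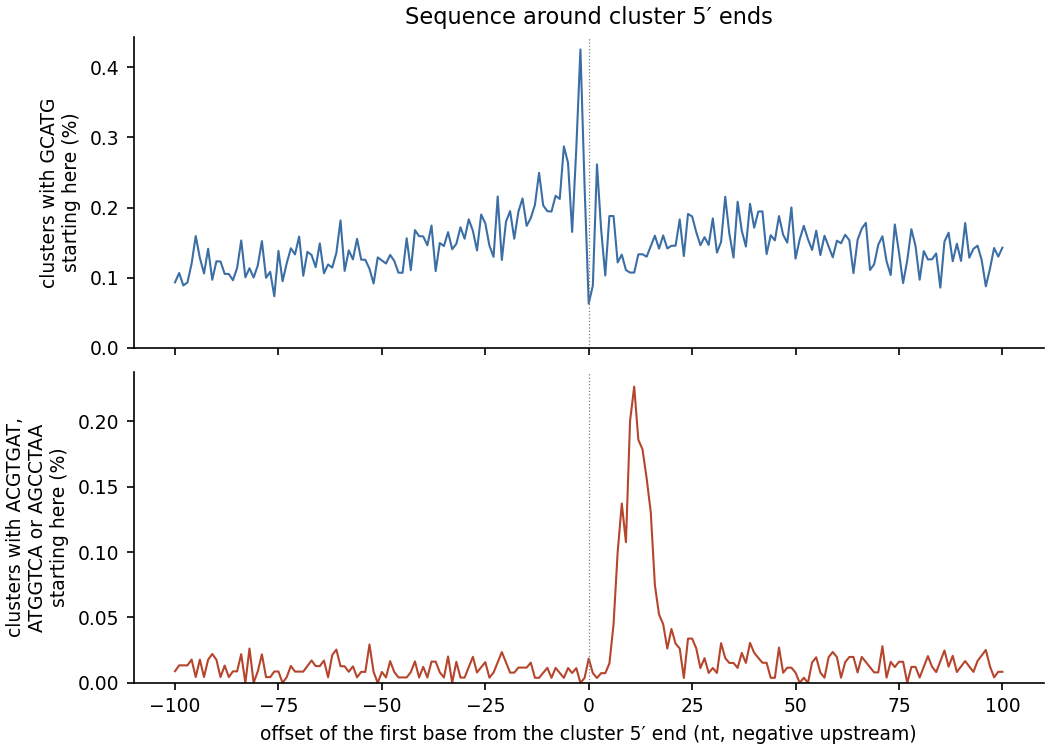
Percentage of clusters in annotated genes in which GCATG (top) or any of the heptamers ACGTGAT, ATGGTCA and AGCCTAA (bottom) started at each offset (nt) from the cluster 5′ end, among clusters with sequence at that offset. GCATG peaked at offset -2 at 0.425%, and the heptamers were concentrated 6 to 17 nt downstream.

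The enrichment differed between annotation classes. Intronic windows were available only where a transcript that retains the intron, or exons of another gene on either strand, covered them. They held GCATG in 25.8% of 3283 clusters (Wilson 95% interval 24.3 to 27.3%) against 12.7% of controls (permutation p = 1e-05, adjusted over 5 classes p = 1.67e-05). The values were 21.6% (20.7 to 22.4%) against 11.2% in 3′ UTRs and 21.3% (19.4 to 23.4%) against 11.7% in non-coding exons, with the same p-values, the smallest possible. In coding sequence the share was 12.7% (11.6 to 13.8%) against 10.2% (permutation p = 0.00012, adjusted p = 0.00015). In 5′ UTRs, 9.26% (7.08 to 12.04%) against 6.84% was not detectable as a difference with 529 clusters (permutation p = 0.125, adjusted p = 0.125). Within the 1023 genes that had both intronic and exonic clusters with sequence, the enrichment was 12.3 percentage points in introns and 6.78 percentage points in exons. This difference of 5.53 percentage points passed the permutation test (two-sided, p = 0.00029, adjusted p = 0.000406), with 468 genes higher in introns and 458 higher in exons. It moved most, to 3.70 percentage points, with TGCATG as the motif.

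Clusters with more cDNAs held the motif more often. In the lowest of 10 equal bins of the count, 15.3% of windows held GCATG (Wilson 95% interval 13.7 to 16.96%) against 10.4% of controls, and in the highest bin 33.9% (31.8 to 36.1%) against 11.3%. Across the 18739 clusters, which are not independent replicates, Spearman's rho between count and the difference from controls was 0.0761 (permutation test, two-sided, p = 1e-05, the smallest possible, adjusted p = 1.75e-05). Dividing the count by the width moved rho most, to 0.0299.

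**Figure D3:**
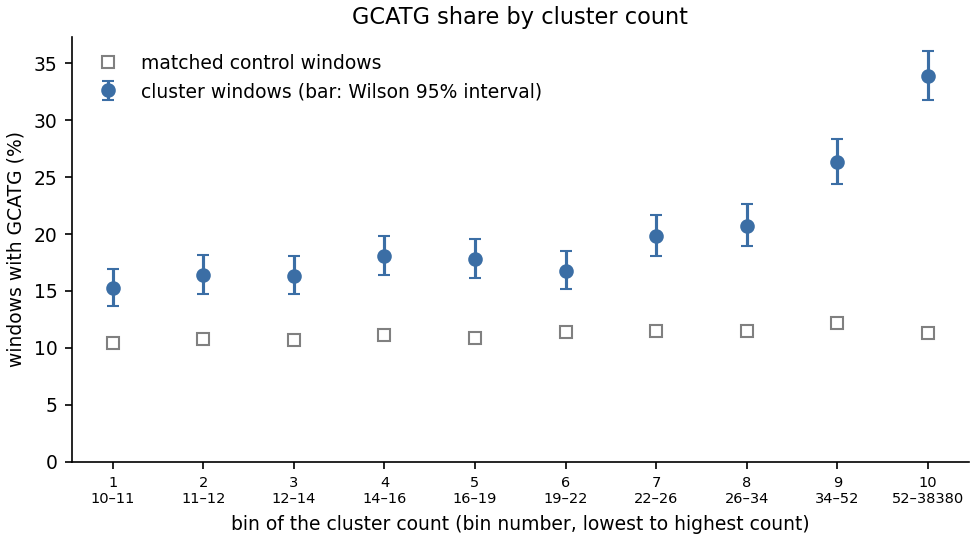
Percentage of windows with GCATG in clusters (circles, error bars are Wilson 95% intervals) and in matched control windows (squares) over 10 equal bins of the cluster count, with the range of counts under each bin number. The clusters rose from 15.3% in the first bin to 33.9% in the last, while the controls stayed between 10.4% and 12.2%.

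The study also looked at crosslinking upstream and downstream of alternative exons. In 3373 genes with both kinds of exon, a cluster lay in the 300 nt of intron upstream of 597 of 7294 cassette exons, or 8.18% (Wilson 95% interval 7.58 to 8.84%). The share for constitutive exons, weighted to the same genes, was 5.60%. The difference of 2.59 percentage points passed the permutation test within genes (two-sided, p = 1e-05, the smallest possible, adjusted p = 1.75e-05). Downstream, 674 cassette exons had a cluster, or 9.24% (8.60 to 9.93%), against 6.76% for constitutive exons, a difference of 2.48 percentage points (permutation p = 1e-05, adjusted p = 1.75e-05). Intron windows of 500 nt moved these differences most, to 3.39 and 3.02 percentage points. The upstream and downstream differences could not be told from each other (-0.110 percentage points, 10000 permutations of exon type within genes, two-sided, p = 0.853).

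**Figure D4:**
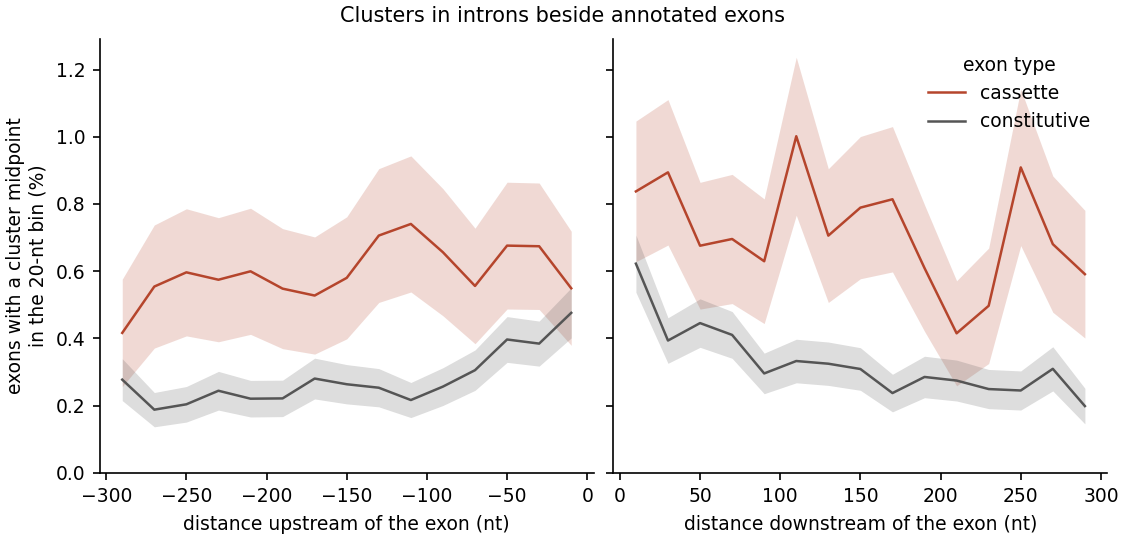
Percentage of cassette (red) and constitutive (grey) exons of 3373 genes with a cluster midpoint in each 20-nt bin of the intron upstream (left) and downstream (right), over distance from the exon (nt), with bands for the normal-approximation 95% interval. Exons whose intron ended within a bin were left out of that bin, and cassette exons lay above constitutive exons in each bin on both sides.

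The study reported binding in genes of lipid and lipoprotein metabolism. Of the 40 lipoprotein genes, 33 had a cluster, and their median summed count of 135 exceeded that of 99.8% of 10000 random lists of genes with clusters. Of the 35 abundant liver transcripts, 33 had a cluster, with a median summed count of 224, at or above that of 100% of the random lists. These random lists were not matched on expression, since no expression values were used here. Exonic classes held 56.3% of the 304 lipoprotein clusters and 47.7% of the 627 clusters of the abundant transcripts, against 31.8% in the other genes in each case. GCATG was found in 13 of 126 lipoprotein windows (10.3%, Wilson 95% interval 6.13 to 16.9%) against 7.30% of controls. The enrichment of 3.02 percentage points lay 5.97 percentage points under that of the other genes, a difference that did not pass the permutation test over genes (20 genes, two-sided, p = 0.301, adjusted p = 0.336). For the abundant transcripts, 11 of 112 windows held the motif (9.82%, 5.57 to 16.7%) against 5.80% of controls, and the difference from the other genes did not pass either (25 genes, permutation p = 0.336, adjusted p = 0.336).

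The 8 genes named in the study or encoding the protein held 259 clusters, all genes lying on the minus strand of GRCm38. Scarb1 (ENSMUSG00000037936.15, chromosome 5, 125277087 to 125341094), which encodes the HDL receptor SR-BI, had 3 clusters with 18 to 25 counts, all intronic and without sequence. The nearest to the alternative exon 12 (125281105 to 125281233, 129 nt) lay 1066 nt upstream of it at 125282300 to 125282368 and held 19 counts, more than 57.0% of all clusters. No Scarb1 cluster lay downstream of that exon. Numb (chromosome 12, 83794034 to 83921934) had 28 clusters with 668 counts. Within 500 nt upstream of its 33-nt exon 3 (83825259 to 83825291) lay 3 clusters with 163 counts together, including the highest of the gene at 83825616 to 83825629 (92 counts). Another annotated exon with the number 3 in its transcript (83855440 to 83855524, 85 nt) had no cluster within 500 nt. Exon 9 of Numb (83797197 to 83797343, 147 nt) had a cluster of 14 counts 85 nt upstream and one of 19 counts 45 nt downstream.

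Sec31a (chromosome 5, 100361649 to 100416234) had 28 clusters with 738 counts. Its highest cluster, with 48 counts, lay 218 nt upstream of the 39-nt exon 23 (100369596 to 100369634), and a cluster of 41 counts lay 394 nt downstream. Osbpl9 (chromosome 4, 109061145 to 109202272) had 33 clusters with 578 counts. Its 39-nt exon 6 (109091661 to 109091699) had a cluster of 17 counts 181 nt downstream, and the nearest upstream, with 44 counts, was 2180 nt away. Pla2g6 (chromosome 15, 79286228 to 79328390) had 28 clusters with 909 counts. The highest, at 79303228 to 79303336 (305 counts, above 99.5% of all clusters), lay in the intron 530 nt upstream of exon 10 of Pla2g6-206, and its window held GCATG. No exon numbered 10 in an annotated coding transcript of Pla2g6 was skipped by another, so no cassette exon of that number was analysed here.

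**Figure D5:**
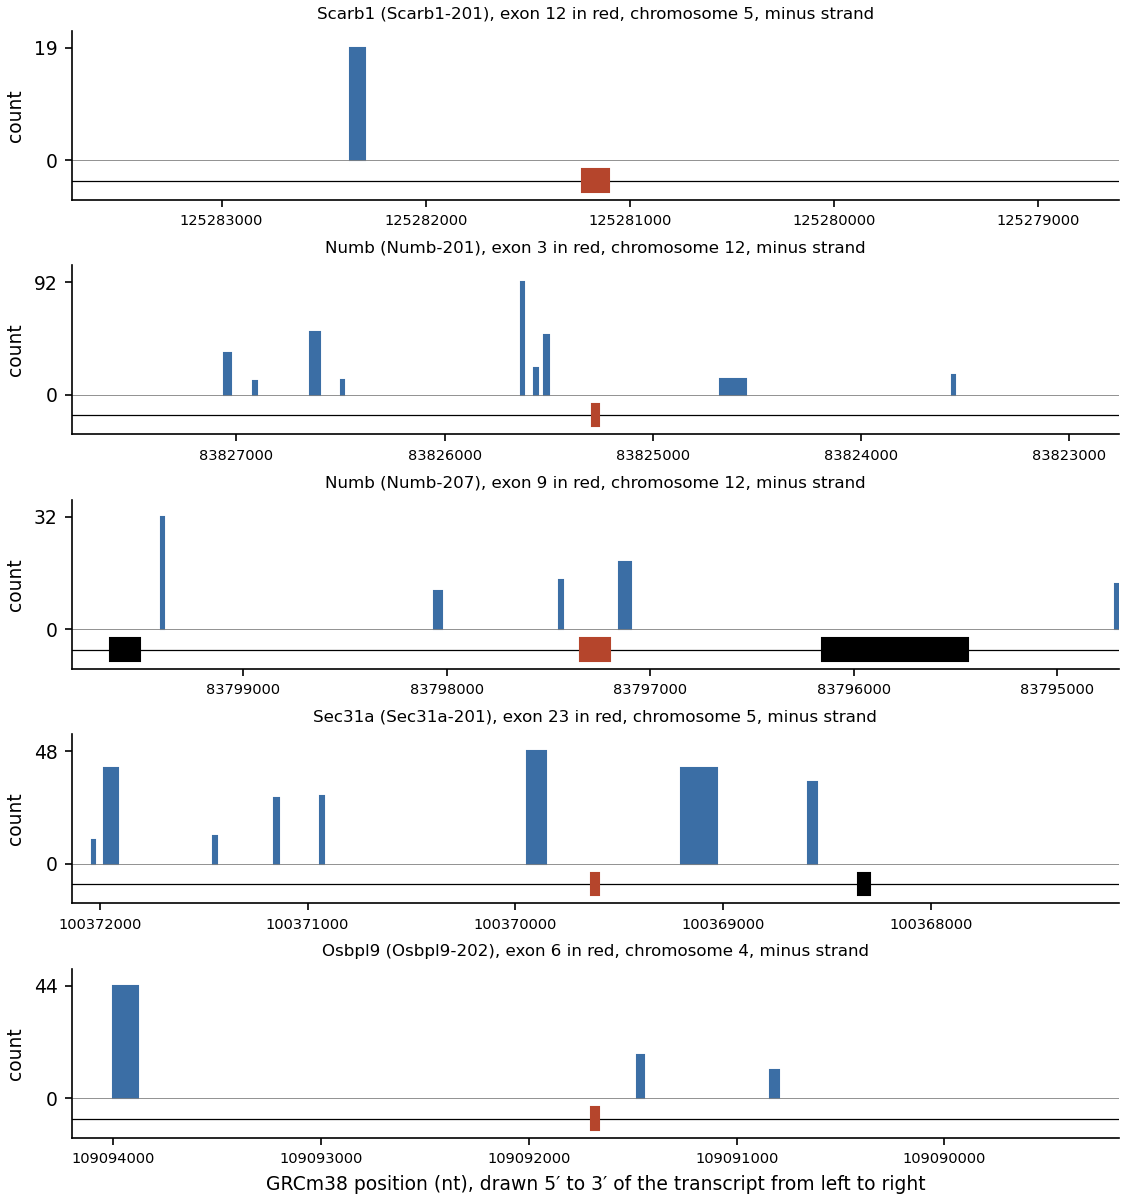
Clusters (blue bars, height is the pooled count, very narrow clusters widened to stay visible) within 2500 nt of the annotated alternative exons of Scarb1, Numb, Sec31a and Osbpl9 (red) with other exons of the same transcript (black), over GRCm38 position (nt). The axis runs from 5′ to 3′ of the transcript, and each panel has its own count scale, from 19 counts in Scarb1 to 92 counts at exon 3 of Numb.

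Among the splicing regulators, Snrnp70 (chromosome 7, 45376453 to 45395742) had 65 clusters with 2389 counts, rank 105 of 10389 genes. Its highest cluster (45382524 to 45382613, 424 counts) lay in the intron 1190 nt downstream of exon 7 and held GCATG in its window, and 13 of its 49 windows with sequence held the motif. Ptbp2 (chromosome 3, 119718742 to 119784466) had 13 clusters with 473 counts, of which 241 came from an intronic cluster (119724389 to 119724529) 82 nt downstream of the 34-nt exon 10. Rbfox2 itself (chromosome 15, 77078990 to 77307004) had 61 clusters with 1609 counts, 58 of them intronic. The highest, with 244 counts, lay at 77095012 to 77095127, 521 nt upstream of the 40-nt exon 11 of Rbfox2-204, and a cluster of 102 counts lay 20 nt upstream of the same exon. Scarb1 ranked 4768 of 10389 genes by summed count, the lowest of the 8. Summed counts were not adjusted for expression or gene length, so these ranks do not measure how strongly RBFOX2 binds or regulates a gene. The study reported, from PCR on livers lacking RBFOX2 in hepatocytes, that RBFOX2 promotes skipping of the alternative exon of Scarb1. The rank does not bear on that result.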

Values the study reported

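The study reported that the positional effect of RBFOX2 crosslinking around alternative exons in liver was more robust for enhanced exons (50.0%) than for repressed exons (27.9%), with 25.1% for control exons.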

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

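Of the tests in this part, none was chosen after its result was seen.

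Clusters on the strand opposite to an annotated gene were looked at because they enter no comparison of motif, exon or gene list. They held 129949 counts in 4035 clusters. A part of this count came from the ribosomal RNA locus of chromosome 17. All 53 clusters of that locus lay on the plus strand, opposite the annotated ribosomal RNA gene. Of their 334542 counts, 304764 in 43 clusters were assigned to Gm42418, and the others had no gene on their strand. The median width of the 4035 clusters was 5 nt. Reads assigned to the wrong strand are argued against as the main source, since 2.78% of these clusters had a cluster on the gene's strand within 100 nt, close to the 2.23% found after a shift of 1000 nt. Another candidate explanation is that short reads kept the library index after trimming and aligned wherever the genome matched insert and index together, which takes no account of the transcribed strand. A share of 47.5% of those with sequence (256 of 539) held ACGTGAT, ATGGTCA or AGCCTAA 6 to 17 nt downstream of the 5′ end, against 1.59% of sense clusters (Fisher's exact test, two-sided, p = 7.93e-276). GCATG was in 17.04% of 311 such windows and 13.7% of windows displaced by 500 nt, a difference that did not pass the permutation test (p = 0.261). The heptamers themselves had been picked from sense clusters. The clusters with sequence are those opposite annotated exons, and the rest could not be searched. Unannotated antisense transcripts stay open for the clusters without a heptamer. With 1 group of samples, no biological explanation was tested.

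Clusters outside annotated genes on both strands were looked at for the same reason. They held 314138 counts in 8838 clusters, and their median width was also 5 nt. Transcripts that run on past annotated 3′ ends may account for a part, since 15.9% lay within 5 kb downstream of a gene end on the same strand and 8.59% within 5 kb upstream of a gene start, but most lay in neither. A few sites were not the main source of the count either, as the 5 highest clusters held 21.7% of it. Chance alignment of index-bearing reads stays open here, because these regions have no sequence in the reference used, and no biological explanation was tested.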

How the results depend on the processing

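Alternatives that were chosen after seeing the data left out clusters with an adaptor-like heptamer or clusters of structural RNA. Leaving out a replicate was impossible, since the authors pooled the libraries before calling clusters. No paired analysis was possible because there is a single group and its libraries are pooled.

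The difference stayed positive and past the threshold under all 10 alternatives, but 1 of these, CATGC with 1.55 percentage points, is not the motif. With GCATG or TGCATG it ran from 5.82 percentage points for windows extended by 20 nt to 19.4 for the top 10% of counts. Gene counts did not keep their order. In the main setting 2203 genes were positive and 2083 negative. Positive and negative genes numbered 1879 and 2285 with windows extended by 20 nt, and 2227 and 2443 with dinucleotide shuffles. They numbered 1355 and 1359 with TGCATG, and 1500 and 2653 with CATGC. Under the other alternatives more genes were positive, for instance 1620 against 830 negative with controls displaced by 500 nt. These counts cannot show whether most genes are enriched. A gene with 1 cluster counts as negative when its window lacks the motif and any of its control windows holds it. CATGC was included as a composition control, and it too passed the threshold. The hexamer GCATGC, which contains both GCATG and CATGC, was in 5.97% of cluster windows and 2.95% of controls. The comparison of introns with exons (3.70 to 7.26 percentage points), the correlation with count (rho 0.0299 to 0.0830) and the cassette exon differences (1.92 to 3.39 upstream, 2.10 to 3.02 downstream) kept their direction and stayed past the threshold under each alternative run. The number of genes on each side did not keep its order in the intron comparison: 483 genes were higher in introns and 504 in exons with windows extended by 20 nt, and 333 and 362 with TGCATG. Where no cluster window of a gene held the motif, its side was set by the control windows alone. These counts therefore cannot decide what most genes do either. The lower motif enrichment of the lipoprotein and liver lists kept its direction and stayed short of the threshold, with permutation p from 0.335 to 0.496 and from 0.0686 to 0.504 over the alternatives. The planned restriction of the exon comparison to clusters near GCATG was not run, because most intronic clusters had no sequence.

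TGCATG fell to rank 2 with windows extended by 20 nt, behind CGTGAT. Without the clusters that hold an adaptor-like heptamer, it ranked 1 at both window sizes. Those clusters were picked for heptamers that include CGTGAT, so its fall follows from the choice, and the cause was not tested.

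Shares and counts moved more. The number of clusters was 45025 at or above the median count and 8893 in the top 10%, by construction of the filters, and likewise the 8 target genes had 148 clusters at or above the median. The intronic share was 69.4% with introns ahead of exons and 58.5% with basic transcripts. It was 56.8% at or above the median count and 46.8% in the top 10%. By summed count it was 43.9%, and 51.1% after structural RNA was left out, so that structural RNA accounts for part of that fall. For the filters on count, the cause was not tested. Of 46 alternatives for the other classes and single target genes, 14 stayed within their limits and 32 moved. The counts of a few cDNAs behind clusters such as those of Scarb1 limit how finely such clusters can be ranked.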

Other observations

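In this part, the tests of the heptamers against a protein preference, leading base and mismatches, those of the downstream excess at exons, the count of high clusters without a shared word, and the split of the intron comparison by exon class were chosen after the results were seen.

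The heptamers ACGTGAT (167 observed, 5.89 expected), ATGGTCA (197 against 19.2) and AGCCTAA (65 against 12.7) occurred 6 to 17 nt downstream of sense cluster 5′ ends 11.3 times as often as farther away. The first and second ranked 1 and 2 of 16384 heptamers by this ratio, and the third 17. The 3 heptamers were picked for this pattern, but the ratio alone does not single out the third. Of 14210 heptamers with an expected count of at least 5, 11 had a ratio at or above the lowest of the 3. A sequence preference of a bound protein is argued against as the main source. Such a preference acts on transcribed RNA. The heptamers were in 47.5% of 539 clusters opposite a gene, but in 1.59% of 26449 sense clusters. Binding to unannotated antisense transcripts was not tested. The ratio 6 to 17 nt upstream was 0.737, but a bound motif can lie on 1 side of the crosslink, so that ratio alone cannot decide. As a hypothesis, the library index that follows a leading A in the adaptor may have stayed on short reads. Where C, G or T led the same 6 nt, the ratio was 0.792. Heptamers that differ at 1 index base had a ratio of 0.926. This argues against alignment with mismatches and against a protein preference that tolerates near matches. It leaves alignment at exact matches open. The affected clusters were narrow (median 5 nt against 17 nt). The actual index sequences of the libraries were not used here, and no other biological explanation was tested. The same explanation does not extend to the motif: without these clusters the GCATG difference was 9.04 percentage points.

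Outside the ribosomal RNA locus of chromosome 17, reads of structural RNAs are a candidate source of a small part of the highest clusters. Of the 50 highest clusters with sequence, 8% shared an 18-nt word with an annotated structural RNA, against 1.96% of 21991 others (Fisher's exact test, two-sided, p = 0.0169, across clusters that are not independent). The remaining 46 shared none. For those the explanation stays undecided, because diverged copies and ribosomal sequence that the annotation does not hold were not searched. The highest clusters of Cmss1 and of chromosome 3 had no sequence. No biological explanation was tested.

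Whether wider clusters explain the rise of motif enrichment with count was left undecided. After division of the count by width, rho was 0.0299 (permutation p = 7e-05), lower than before. Division does not hold width fixed, so it cannot separate the effect of count from that of width. Within genes, the enrichment in introns exceeded that in coding sequence by 11.7 percentage points (594 genes, permutation p = 1e-05, the smallest possible), while the difference from 3′ UTRs, 2.16 percentage points, did not pass (709 genes, p = 0.262).

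The lipoprotein genes had a lower motif enrichment than other genes, without passing the test. Whether the annotation class of their clusters could account for this was left undecided. Among 3′ UTR clusters alone the difference was -14.5 percentage points (14 genes, 34 clusters, permutation p = 0.0677), too few to decide.

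Exons had clusters downstream more often than upstream, by 0.751 percentage points (761 genes with more downstream, 571 with more upstream, permutation p = 1e-05, the smallest possible). A preference at cassette exons is argued against as the whole source, since constitutive exons alone had an excess of 0.684 percentage points (permutation p = 2e-05). Exonic clusters that reach across the splice site are argued against as well, as the excess was 0.764 percentage points when the cluster midpoint had to lie in the intron (permutation p = 1e-05). The exon shares here are for annotated exon types and are not the measure quoted from the study above. What else sets the sides apart stays open, and no biological explanation was tested.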
